# Novel MicroRNA Involved in Host Response to Avian Pathogenic Escherichia coli Identified by Deep Sequencing and Integration Analysis

**DOI:** 10.1128/IAI.00688-16

**Published:** 2016-12-29

**Authors:** Xinzheng Jia, Qinghua Nie, Xiquan Zhang, Lisa K. Nolan, Susan J. Lamont

**Keywords:** APEC, miRNA, chicken, pathology, spleen

## Abstract

Avian pathogenic Escherichia coli (APEC) causes one of the most common bacterial diseases of poultry worldwide. Effective control methods are therefore desirable and will be facilitated by a better understanding of the host response to the pathogen. Currently, microRNAs (miRNAs) involved in host resistance to APEC are unknown. Here, we applied RNA sequencing to explore the changed miRNAs and deregulated genes in the spleen of three groups of broilers: nonchallenged (NC), APEC-challenged with mild pathology (CM), and APEC-challenged with severe pathology (CS). Twenty-seven differentially expressed miRNAs (fold change >1.5; *P* value <0.01) were identified, including 13 miRNAs between the NC and CM, 17 between the NC and CS, and 14 between the CM and CS groups. Through functional analysis of these miRNA targets, 12 immune-related biological processes were found to be significantly enriched. Based on combined analyses of differentially expressed miRNAs and mRNAs within each of the three groups, 43 miRNA-mRNA pairs displayed significantly negative correlations (*r* < −0.8). Notably, gga-miR-429 was greatly increased in the CS group compared to levels in both the CM and NC groups. *In vitro*, gga-miR-429 directly repressed luciferase reporter gene activity via binding to 3′ untranslated regions of TMEFF2, NTRK2, and SHISA2. Overexpression of gga-miR-429 in the HD11 macrophage cell line significantly inhibited TMEFF2 and SHISA2 expression, which are involved in the lipopolysaccharide-induced platelet-derived growth factor (PDGF) and Wnt signaling pathways. In summary, we provide the first report characterizing the miRNA changes during APEC infection, which may help to shed light on the roles of these recently identified genetic elements in the mechanisms of host resistance and susceptibility to APEC.

## INTRODUCTION

Avian pathogenic Escherichia coli (APEC) causes one of the most common bacterial diseases of poultry, resulting in acute and mostly systemic infections in birds of various ages (1). After APEC-induced colibacillosis emerges in poultry farms, infected animals may suffer sudden death, septicemia, or localized inflammation, such as pericarditis and perihepatitis, in multiple organs, which may reduce egg production and feed conversion (growth) and thus lead to significant economic losses in poultry production (2). Although prophylactic measures based on vaccination are advisable, no fully effective vaccine against heterologous APEC strains has been produced to date (3). APEC also tends to be highly resistant to multiple antimicrobials, which has the potential to complicate treatment of animal and human disease (4–7). Therefore, to reduce economic losses in poultry production and to protect animal and human health, it is critical to understand the host immune response and resistance mechanisms against APEC infection.

Previous research suggested that the chicken is an excellent model organism to elucidate the pathogenic mechanisms of APEC (8). Several studies have examined the mRNA profiles in selected immune organs or cells of chickens exposed to APEC by using cDNA microarray or transcriptome sequencing (RNA-Seq) analysis (9–12). Microarray analysis of the transcriptome of chicken monocyte-derived macrophages revealed 1,603 genes modulated by APEC (9). In chicken spleen, 1,101 and 1,723 differentially expressed genes (DEGs) were found between an APEC-infected group showing severe pathology and a noninfected group at 1 day and 5 days postinfection, respectively (10). Also in other immune-related tissues such as bone marrow, bursa, and thymus, large numbers of significantly differentially expressed genes were detected between susceptible and resistant birds (13–15). These genes promoted the inflammation process mainly through several pathways, such as the Toll-like receptor, Jak-STAT, NOD-like receptor, p53, and cytokine signaling pathways (9–14, 16). Although these investigations have yielded a more refined assessment of the mRNA differences between the APEC-challenged group and controls, little is currently known about miRNA roles in host response and resistance to APEC infection.

MicroRNAs (miRNAs), a class of 20- to 23-nucleotide (nt) noncoding small RNAs, function as fundamental posttranscriptional regulators of several biological processes, including development, differentiation, organogenesis, growth control, and apoptosis. Moreover, deregulation of miRNA expression may contribute to diseases, for example, a variety of cancers (17). Several studies have demonstrated that miRNA expression profiles may be useful biomarkers for diagnostics, prognosis, and prediction of response to treatment and are powerful tools for disease prevention and therapeutics (18–20).

APEC infection occurs through the respiratory tract, including the gas exchange region of the lungs and the interstitium of the air sacs, and then invades the bloodstream, resulting in septicemia and colonization of multiple internal organs such as lung, liver, and spleen (1). The spleen, as the body's major blood filter, plays a major role in detecting cell damage during APEC infection and in APEC pathological mechanisms. Also, because of poorly developed lymphatic vessels and nodes in birds, the spleen, as the largest lymphatic organ, plays a greater role in immune function in avian than in mammalian species, including combining the innate and adaptive immune systems through lymphocyte generation, maturation, and storage (21, 22). Therefore, the spleen is able to induce an immediate innate reaction after recognizing pathogens and initiate an antigen-specific adaptive immune response via filtering antigens from the blood. Because of the spleen's crucial role in the systemic immune response, it would be helpful to better understand its genetic regulation of APEC infection and pathology. We previously investigated spleen mRNA in APEC-infected birds using RNA-Seq (12). To identify the miRNA-regulated genes responsible for host resistance and susceptibility to APEC infection, the same samples were used to detect miRNA changes by using high-throughput deep sequencing on spleens from three groups: nonchallenged (NC), resistant (challenged, mild pathology; CM), and susceptible (challenged, severe pathology; CS) broilers. Subsequently, based on combined analysis of miRNA and potential target mRNA expression profiles in spleen, we further characterized the miRNA-mRNA regulatory networks involved in the host response to APEC infection with the goal to better understand the mechanisms of APEC resistance and susceptibility.

## RESULTS

### Characterization of the deep-sequencing data.

After low-quality reads were filtered and adaptor sequences were trimmed, a total of 10,640,422 clean reads from the three small RNA libraries was obtained, including 3,462,706, 3,586,689, and 3,591,027 reads for the NC, CM, and CS groups, respectively. 

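Small RNAs of the spleen were sequenced from 3 libraries, 1 per group. Each library was a pool of RNA from 3 spleens of male broilers taken 1 day after the challenge at 4 weeks of age. The NC birds came from 120 birds injected with phosphate-buffered saline, and the CM and CS birds came from 240 birds injected with 0.1 ml of APEC O1, an Escherichia coli strain that causes colibacillosis in poultry. Birds with summed lesion scores of 0 to 2 made up the CM group, and birds with scores of 4 to 7 made up the CS group. With 1 library per group there was no replicate check on any difference, and a test on the reads of 2 libraries compared those libraries, not the conditions. The authors deposited normalized reads of 154 known miRNAs for each library. Every one of the 462 values was a whole multiple of the worth of 1 read, which was 3.50 normalized reads in the NC library, 3.27 in the CM library, and 2.45 in the CS library. Dividing by that worth gave 1824122 reads on known miRNAs in NC, 1876762 in CM, and 2492269 in CS. These reads were 52.7%, 52.3%, and 69.4% of the clean reads the paper states for the NC, CM, and CS libraries, respectively. If reads that match 2 miRNAs were counted for each of them, these sums and shares are too high. Fold changes were taken on the authors' normalized reads, with a count of 0 set to 0.5 reads. The recovered reads of 2 libraries were compared by a two-sided exact binomial test given their sum, with Benjamini-Hochberg adjustment within each comparison. A miRNA was called at a fold change above 1.5, p below 0.01, and q below 0.01 after the paper's filter of 20 normalized reads in at least 1 library. Intervals and floors cover counting error only, not variation between pools. They take reads as independent, which PCR copies of a molecule are not, so counting error itself may be understated. A miRNA with 3 reads had 10.5 normalized reads in NC, 9.81 in CM, and 7.34 in CS, which was taken as the smallest level that the depth shows reliably.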

Through BLAST searches with the chicken genome, more than 80% of the reads could be perfectly mapped. To make the analysis computationally easier, the draft data were assembled by groups and formed into 255,260 unique NC sequences, 248,366 unique CM sequences, and 176,408 unique CS sequences, which were used for subsequent analysis. Among the three NC, CM, and CS groups, the percentages of matched clean reads were as high as 80.97%, 82.47%, and 88.59%, respectively, while the percentages of matched unique sequences were 77.56%, 73.00%, and 69.36%, respectively.

For all three groups, the distribution of the small RNA sequence length was mainly concentrated at 22 nt, followed by 23 and 21 nt (Fig. 1A), which is consistent with the known 21- to 23-nt range for miRNAs. For these small RNAs, about 75.94% unique sequences (9,790,738 sequences) were annotated based on the rfam database, and about 58% of them were defined as miRNAs. Other known categories of identified small RNAs (22%) include RNAs, rRNAs, tRNAs, snRNAs, and snoRNAs. These data suggested that, overall, miRNA fractions were effectively enriched from spleens in this study.

**FIG 1:**
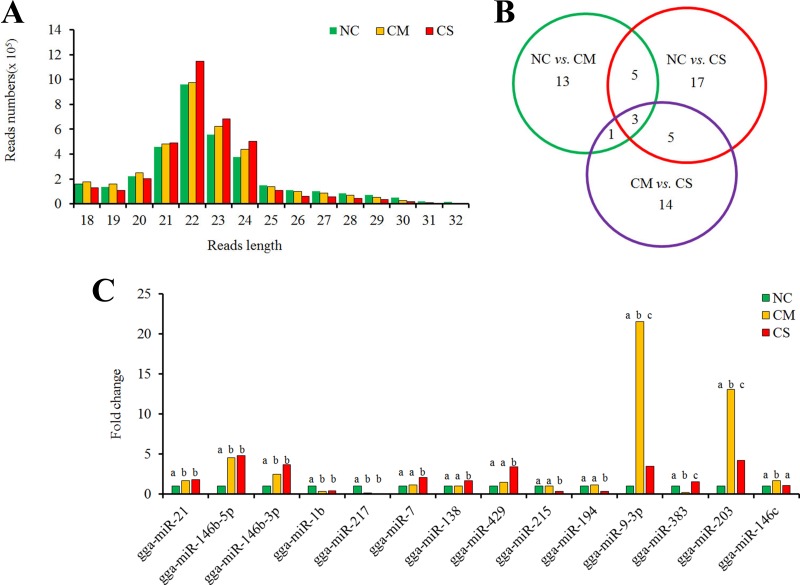
Different expression profiles of miRNAs among the NC, CM, and CS groups. (A) Size distribution of sequenced small-RNA reads. (B) Venn diagram demonstrates the overlap of differently expressed miRNAs among each group. Numbers in each section indicate the numbers of differently expressed miRNAs in the comparison. (C) The expression profiles of overlapped miRNAs with a significant change in at least two groups (*P* value <0.01, fold change >1.5). Different letters (a, b, and c) indicate statistically significant differences at a *P* value of <0.01. Only three miRNAs (gga-miR-383, gga-miR-203, and gga-miR-9-3p) were significantly differently expressed in each group. NC, nonchallenged control; CM, challenged, mild pathology; CS, challenged, severe pathology.

### Different expression profiles of miRNAs among groups differing in response to APEC.

A total of 153 known mature miRNAs were detected in at least one of the three groups (according to the miRbase, version 19.0) from chicken spleen. 

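The deposited values listed 154 known miRNAs, and each had at least 1 read in at least 1 of the 3 libraries. In the NC library 145 miRNAs had reads and 9 were listed at 0. In the CM library 146 had reads and 8 were listed at 0, and in the CS library 149 had reads and 5 were listed at 0. Many of the listed miRNAs rested on few reads. Those at 0 included, 34, 31, and 33 miRNAs were below 10 reads in the NC, CM, and CS libraries. The 10 miRNAs with the most reads held 64.8% of the reads in NC, 64.0% in CM, and 65.8% in CS.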

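After the filter, 130 miRNAs were tested in each comparison. On the recovered reads, 11 miRNAs passed between NC and CM (8 higher and 3 lower in CM), 9 between NC and CS (6 higher and 3 lower in CS), and 11 between CM and CS (7 higher and 4 lower in CS). Together these were 21 miRNAs, of which 19 are in Table 1. All 81 normalized values of Table 1 matched the deposited values after rounding. The 8 miRNAs of Table 1 that did not pass in any comparison were gga-miR-122, gga-miR-135a, gga-miR-138, gga-miR-1a, gga-miR-217, gga-miR-219, gga-miR-301b, and gga-miR-34a, which had between 0 and 74 reads in a library. Leaving out the fold change threshold raised the counts most, to 69, 72, and 72 miRNAs. Among the normalizations, scaling by clean reads moved them most, to 13, 23, and 32 miRNAs. The exact binomial test covers counting error only. With an assumed coefficient of variation of 0.2 between pools, the negative binomial test called 2 miRNAs in each comparison, and with 0.4 it called 0.

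**Figure D1:**
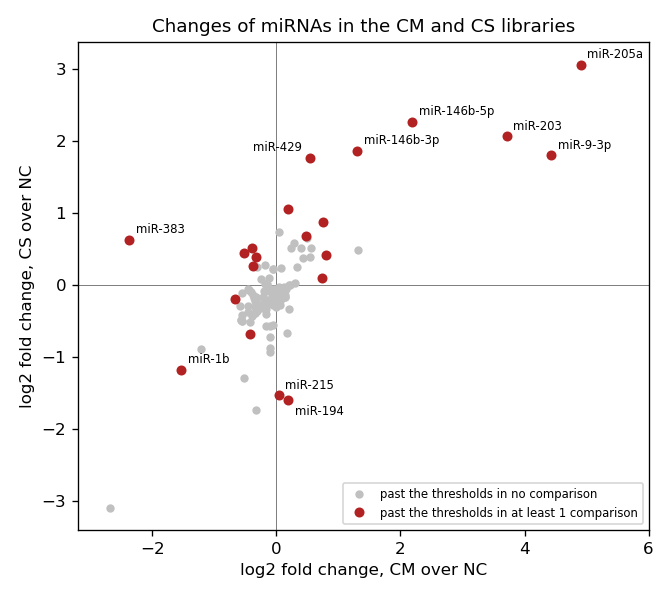
Log2 fold changes of the tested miRNAs in the CM library over the NC library (horizontal axis) and in the CS library over the NC library (vertical axis). Each point is 1 miRNA, and red points passed the thresholds in at least 1 of the 3 comparisons. gga-miR-383 lies at -2.37 in CM and 0.62 in CS.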

After DEG analysis, 27 miRNAs exhibited significantly different expression levels among three groups (fold change >1.5, *P* value <0.01, Benjamini *q* value <0.01), which included 13 miRNAs between the NC and CM, 17 between the NC and CS, and 14 between the CM and CS groups (Table 1; Fig. 1B). To validate the expression profiles, six miRNAs were confirmed by quantitative PCR (qPCR) (see Fig. 3). Except for the gga-miR-383 with a slight difference in the CM group, the expression patterns of gga-miR-21, gga-miR-146b-5p, gga-miR-146b-3p, gga-miR-429, and gga-miR-215 were comparable to the sequencing results. Thus, the expression profiles from the deep sequencing were reliable and appropriate for further analysis.

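In the sequenced libraries, gga-miR-21 had 429813 normalized reads in NC, 722377 in CM, and 785763 in CS. gga-miR-146b-5p rose from 2504 in NC to 11378 in CM and 12076 in CS. gga-miR-146b-3p rose from 126 in NC to 311 in CM and 460 in CS, on 36, 95, and 188 reads. gga-miR-215 had 2108 normalized reads in NC, 2162 in CM, and 727 in CS. gga-miR-429 had 31.5, 45.8, and 108 normalized reads in the NC, CM, and CS libraries. gga-miR-383 fell from 102 in NC to 19.6 in CM and stood at 157 in CS. Its change from NC to CM was past the thresholds (log2 fold change of -2.37, exact binomial q = 6.86e-05).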

**TABLE 1:** Differential expression profile of splenic miRNAs among birds responding differently to APEC infection^*a*^

miRNA	No. of normalized reads per group		
	NC	CM	CS
gga-miR-21	429,813	722,377	785,763
gga-miR-146c	114,790	192,057	122,504
gga-miR-451	61,041	46,739	87,609
gga-miR-146a	10,131	17,679	13,472
gga-miR-146b-5p	2,504	11,378	12,076
gga-miR-144	2,998	2,391	3,924
gga-miR-215	2,108	2,162	727
gga-miR-147	1,093	1,524	1,754
gga-miR-7	266	304	553
gga-miR-33	357	275	428
gga-miR-146b-3p	126	311	460
gga-miR-499	249	173	340
gga-miR-138	109	111	181
gga-miR-194	126	144	42
gga-miR-383	102	20	157
gga-miR-34a	70	85	105
gga-miR-429	32	46	108
gga-miR-9-3p	7	150	24
gga-miR-1a	91	39	49
gga-miR-1b	95	33	42
gga-miR-301b	42	29	17
gga-miR-205a	0	52	15
gga-miR-203	4	46	15
gga-miR-122	11	26	15
gga-miR-135a	25	20	7
gga-miR-217	21	3	2
gga-miR-219	4	16	0

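In the deposited values, 1 read was worth 3.50 normalized reads in NC, 3.27 in CM, and 2.45 in CS. These values correspond to shares of 28.6%, 30.6%, and 40.9% of a common total for the NC, CM, and CS libraries, and the clean reads the paper states correspond to 32.5%, 33.7%, and 33.7%. The normalized reads of the listed miRNAs summed to 6387790 in NC, 6139719 in CM, and 6097137 in CS. Relative to the authors' scale, scaling by clean reads raised every fold change of CS over NC by a factor of 1.38 and every fold change of CM over NC by a factor of 1.03.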

a Each library was normalized to obtain the expression level of transcripts per million reads using total clean read counts in this study. A fold change value of >1.5 of normalized reads and a *P* value of <0.01 among the NC, CM, and CS groups were considered to indicate differentially expressed miRNAs.

To investigate the host response and resistance to APEC infection in spleen, we have further analyzed the differences in expression levels between the resistant and susceptible groups. 

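On the recovered reads, 3 miRNAs passed in both the NC versus CM and the NC versus CS comparisons (gga-miR-146b-3p, gga-miR-146b-5p, and gga-miR-21). Likewise, 3 miRNAs passed in both the NC versus CM and the CM versus CS comparisons (gga-miR-146c, gga-miR-383, and gga-miR-9-3p). Another 4 passed in both the NC versus CS and the CM versus CS comparisons (gga-miR-194, gga-miR-215, gga-miR-429, and gga-miR-7).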

Eight miRNAs were significantly differently expressed in both the NC versus CM and the NC versus CS groups, and four miRNAs in both the NC versus CM and the CM versus CS groups, as well as eight in both the NC versus CS and the CM versus CS groups. Only three miRNAs (gga-miR-383, gga-miR-203, and gga-miR-9-3p) were significantly differently expressed in all three groups (Fig. 1B and C). 

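No miRNA passed the thresholds in all 3 comparisons on the recovered reads. gga-miR-383 had 29 reads in NC, 6 in CM, and 64 in CS. It passed between NC and CM and between CM and CS, while its fold change of CS over NC was 1.54 (95% exact interval, 0.980 to 2.48; exact binomial q = 0.0850). gga-miR-9-3p had 2, 46, and 10 reads, and its fold change of CS over NC was 3.49 (95% exact interval, 0.744 to 32.8; exact binomial q = 0.183). gga-miR-203 had 1, 14, and 6 reads. It passed only between NC and CM, with a fold change of 13.1 (95% exact interval, 1.99 to 553).

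**Figure D2:**
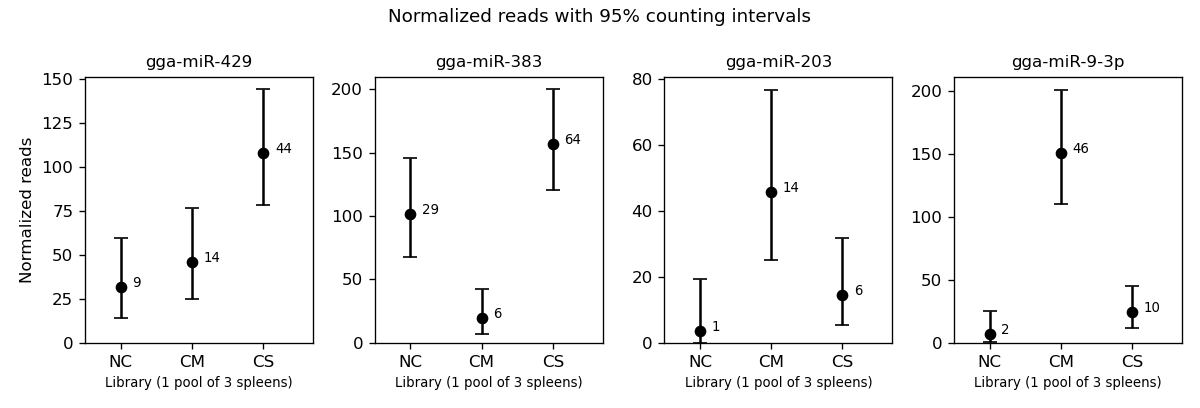
Normalized reads of 4 miRNAs in the NC, CM, and CS libraries (1 pool of 3 spleens each). Points are the deposited values, bars are 95% exact Poisson intervals of the counting error, and the number beside each point is the reads; gga-miR-203 in NC rests on 1 read and gga-miR-9-3p in NC on 2 reads.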

To identify the major miRNAs responsible for host resistance, we specially focused on the differently expressed ones between the CM and CS groups. Although eight miRNAs displayed significant increases in both the NC versus CS and the CM versus CS groups, the expression levels of gga-miR-9-3p, gga-miR-383, and gga-miR-203 showed big changes in the CM but small changes in the CS group, while gga-miR-194, gga-miR-138, gga-miR-215 and gga-miR-7 exhibited significant changes in the CS versus CM group but very little difference in the CM versus NC group. 

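gga-miR-9-3p rose in CM over NC by a log2 fold change of 4.43 (exact binomial q = 1.06e-10), and gga-miR-203 rose by 3.71 (exact binomial q = 0.00220). Between CM and CS, gga-miR-194 fell by 1.79 on the log2 scale (exact binomial q = 1.61e-05) and gga-miR-215 fell by 1.57 (exact binomial q = 2.98e-59). gga-miR-7 rose by 0.86 between CM and CS (exact binomial q = 1.66e-06). gga-miR-138 rose by 0.70 between CM and CS on 34 and 74 reads, which did not pass (exact binomial q = 0.0317). In CM over NC, the log2 fold changes of gga-miR-194, gga-miR-138, gga-miR-215, and gga-miR-7 were 0.19, 0.04, 0.04, and 0.19, and none passed.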

Only gga-miR-429 had a consistently upregulated expression level, with about 1.4-fold in the CM versus NC group and 2.3-fold in the CS versus CM group (Fig. 1C). Thus, gga-miR-429 is a potential, novel candidate related to APEC resistance.

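gga-miR-429 had 9 reads in NC, 14 in CM, and 44 in CS. From NC to CM the fold change was 1.45, and its 95% exact interval of 0.586 to 3.81 included no change (exact binomial p = 0.411). The fold change of CS over CM was 2.35 (95% exact interval, 1.26 to 4.64; exact binomial q = 0.00879). CS exceeded NC by a fold change of 3.42 (95% exact interval, 1.65 to 7.96; exact binomial q = 0.000423). Without the filter on low values the change between CM and CS no longer passed the q threshold. With an assumed coefficient of variation of 0.2 between pools, neither the change between CM and CS nor the change between NC and CS passed (exact negative binomial p = 0.0437 and 0.00750 before adjustment). In Table 1, the values of 8 miRNAs were higher in CM than in NC and higher in CS than in CM, namely gga-miR-429, gga-miR-21, gga-miR-146b-5p, gga-miR-146b-3p, gga-miR-147, gga-miR-7, gga-miR-138, and gga-miR-34a, and 0 of the 8 passed the thresholds in both steps. From the higher level of gga-miR-429 in CM than in NC and in CS than in CM (Fig. 1C), the paper proposes gga-miR-429 as a candidate related to APEC resistance. By qPCR, the paper also reports that gga-miR-429 rose in CM and in CS (Fig. 3A).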

### Prediction of miRNA targets and their potential function in biological processes.

The ultimate function of miRNAs is dependent on the activity of target genes. Based on both TargetScan, version 6.2, and RNAhybrid systems, a total of 2,559 consensus potential miRNA targets were obtained for the 27 differentially expressed miRNAs among the NC, CM, and CS groups. Potential functional analysis of these genes showed that a total of 12 immune-related biological processes were significantly enriched (*P* value < 0.01), including leukocyte activation, lymphocyte activation, immune system development, leukocyte homeostasis, T cell activation, B cell activation, regulation of cytokine production, regulation of cytokine biosynthetic process, regulation of interleukin-6 production, immune effector process, leukocyte differentiation, and lymphocyte homeostasis (Table 2). The results suggest that the changed miRNAs may regulate these immune-related targets in the chicken spleen during APEC infection.

**TABLE 2:** Immune-related biological processes identified by gene ontology analysis of target genes^*a*^

Term	Description	No. of genes (% of total)	*P* value
GO:0002520	Immune system development	42 (1.37)	1.12E−04
GO:0045321	Leukocyte activation	32 (1.05)	1.13E−04
GO:0046649	Lymphocyte activation	29 (0.95)	1.35E−04
GO:0048534	Hemopoietic or lymphoid organ development	40 (1.31)	1.72E−04
GO:0042113	B-cell activation	15 (0.49)	4.30E−04
GO:0001817	Regulation of cytokine production	22 (0.72)	9.89E−04
GO:0001776	Leukocyte homeostasis	10 (0.33)	3.22E−03
GO:0042035	Regulation of cytokine biosynthetic process	14 (0.46)	3.91E−03
GO:0002521	Leukocyte differentiation	22 (0.72)	5.35E−03
GO:0042110	T-cell activation	19 (0.62)	5.47E−03
GO:0002252	Immune effector process	13 (0.42)	5.86E−03
GO:0030098	Lymphocyte differentiation	18 (0.59)	7.86E−03
GO:0002757	Immune response-activating signal transduction	9 (0.29)	8.37E−03
GO:0002764	Immune response-regulating signal transduction	9 (0.29)	8.37E−03

a The potential targets of 27 differently expressed miRNAs among the NC, CM, and CS groups significantly enriched biological processes (*P* < 0.01).

Different biological processes for host immune responses to APEC infection between the CM and CS groups were further characterized using KEGG pathway analysis, based on target genes of significant differentially expressed miRNAs among each group. In the NC versus CM group, four pathways were enriched (*P* value < 0.05), including regulation of actin cytoskeleton, cell cycle, selenoamino acid metabolism, and cysteine and methionine metabolism pathway; five pathways were enriched in the NC versus CS group, including progesterone-mediated oocyte maturation, purine metabolism, arginine and proline metabolism, oocyte meiosis, and lysosome pathway; seven pathways were enriched in the CM versus CS group, including regulation of actin cytoskeleton, lysosome, arginine and proline metabolism, alanine, aspartate and glutamate metabolism, oocyte meiosis, cell cycle, and focal adhesion. Among these pathways, the lysosome pathway, which promotes the capacity of macrophages to eliminate intracellular pathogens (23), was significantly activated only in CS samples (common in both the NC versus CS and the CM versus CS groups) (Table 3). These results indicated that different signaling pathways, including many non-immunity-related ones, were activated for resistant and susceptible responses to APEC infection.

**TABLE 3:** Enriched pathways by KEGG analysis among the NC, CM, and CS groups^*a*^

Class	Term	No. of genes (% of total)	*P* value	Fold enrichment
NC vs CS	Progesterone-mediated oocyte maturation	22 (0.8)	0.023	1.6
	Purine metabolism	34 (1.3)	0.027	1.4
	Arginine and proline metabolism	13 (0.5)	0.040	1.8
	Oocyte meiosis	26 (1.0)	0.041	1.5
	Lysosome	26 (1.0)	0.046	1.4
NC vs CM	Regulation of actin cytoskeleton	35 (2.0)	0.012	1.5
	Cell cycle	24 (1.4)	0.015	1.6
	Selenoamino acid metabolism	7 (0.4)	0.045	2.5
	Cysteine and methionine metabolism	9 (0.5)	0.048	2.1
CM vs CS	Regulation of actin cytoskeleton	44 (1.9)	0.007	1.4
	Lysosome	27 (1.2)	0.009	1.6
	Arginine and proline metabolism	13 (0.6)	0.022	2.0
	Alanine, aspartate and glutamate metabolism	10 (0.4)	0.025	2.2
	Oocyte meiosis	25 (1.1)	0.028	1.5
	Cell cycle	28 (1.2)	0.031	1.5
	Focal adhesion	41 (1.8)	0.039	1.3

a KEGG pathway analysis was performed with DAVID (https://david.ncifcrf.gov), which is based upon a Fisher Exact statistic methodology. The results were filtered using a *P* value of <0.05.

### miRNA-mRNA regulatory relationships in spleen after APEC infection.

Most descriptions of miRNA function have focused on their roles as posttranscriptional regulators for target mRNAs. Because the impact of the miRNA is mostly due to the dampening of the steady state of the target mRNA, the expression levels of the direct target genes often show patterns that are the inverse of those of the corresponding miRNAs. Therefore, integrated miRNA and mRNA expression approaches were performed by pairwise correlation coefficient analysis to construct the miRNA-mRNA regulatory network. Finally, a total of 249 miRNA-mRNA pairs were identified, including 120 negative pairs and 129 positive ones (estimated by the Pearson correlation coefficient) (see Table S1 in the supplemental material). 

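Table S1 lists 45 pairs of 21 miRNAs, each with normalized reads in the 3 libraries and the paper's FPKM values of the mRNA. All 135 miRNA values of Table S1 matched the deposited values after rounding. The FPKM values are the paper's and were not recomputed here. With 3 libraries, a correlation coefficient rests on 3 points, so no coefficient is given here. In 40 of the 45 pairs the miRNA and the mRNA moved in opposite directions from NC in both CM and CS. The pairs had been chosen in the paper for a negative correlation over these libraries, so most of them were bound to do so. In 31 pairs the miRNA had fewer than 50 reads in every library, and 23 pairs involved 1 of the miRNAs that passed against NC in CM or CS.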

With the threshold of Pearson correlation coefficient values at −0.80, 43 negative pairs were chosen as the candidate miRNA and target pairs. 

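Among the miRNAs of these pairs, gga-miR-21 rose from 429813 normalized reads in NC to 722377 in CM and 785763 in CS, and the paper's FPKM of CLEC3B was 287.7, 112.6, and 80.0. gga-miR-146a had 10131, 17679, and 13472 normalized reads. gga-miR-138 had 31, 34, and 74 reads, and gga-miR-34a had 20, 26, and 43 reads. Neither gga-miR-138 nor gga-miR-34a passed the thresholds in any comparison. gga-miR-429 rested on 9, 14, and 44 reads, and the paper's FPKM was 4.4, 2.8, and 0.6 for TMEFF2 and 102.5, 53.8, and 34.2 for SHISA2.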

Among them, 22 miRNA-mRNA pairs were associated with 10 upregulated miRNAs and 22 genes (Fig. 2A), including the following: gga-miR-21 regulating both CLEC3B and GGTLA1, gga-miR-146a/b regulating WNK1, gga-miR-138 regulating cathepsin G (CTSG), gga-miR-34a regulating KDM6A, and gga-miR-429 regulating TMEFF2, CDC20, NTRK2, SHISA2, and NOX4. 

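Several miRNAs of these pairs had few reads. gga-miR-135a had 7 reads in NC, 6 in CM, and 3 in CS. gga-miR-217 had 6, 1, and 1 reads, and gga-miR-301b had 12, 9, and 7 reads. None of these 3 miRNAs passed in any comparison. The fold change of gga-miR-217 in CS over NC was 0.116 (95% exact interval, 0.00253 to 0.960; exact binomial q = 0.0356). gga-miR-1a had 26, 12, and 20 reads and did not pass. gga-miR-215 had 602, 661, and 297 reads, so that it fell in CS but not in CM.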

On the other hand, in response to APEC infection, 21 miRNA-mRNA pairs were associated with 8 downregulated miRNAs and 19 genes (Fig. 2B), including the following: gga-miR-135a inducing very-low-density lipoprotein receptor (VLDLR), TMEM123, and FBLN1; gga-miR-1a inducing ABHD12; gga-miR-215 inducing C7; gga-miR-217 inducing PLA2R1, ATP6V1B2, NR1H3, and LYG2; and gga-miR-301b inducing ATP6V1B2 and FBLN1.

**FIG 2:**
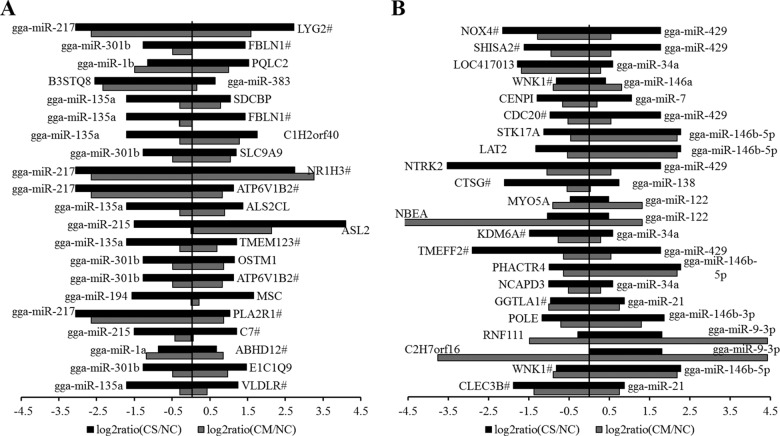
Integrated analysis of differently expressed miRNAs and mRNAs during APEC infection. (A) Negatively correlated expression of downregulated miRNAs and predicted targets. (B) Negatively correlated expression of upregulated miRNAs and predicted targets. The horizontal axis indicates the miRNA and mRNA ratio value of the CM versus NC and the CS versus NC groups, and the vertical axis indicates inverse expression pairs between miRNAs and mRNAs. The expression data were from the same samples of splenic tissues (nonchallenged control, challenged/mild pathology, and challenged/severe pathology groups) determined by Solexa sequencing. RNAhybrid system and TargetScan, version 6.2, were used to predict the miRNA targets. The Pearson correlation coefficient was used to estimate the expression relationships of miRNAs and mRNAs. Only miRNA-mRNA pairs with an *r* of less than −0.8 were considered to be strongly inversely correlated.

The negative expression correlations of miRNA-mRNA pairs were further confirmed by qPCR. The results showed that gga-miR-429 could influence five target genes, including TMEFF2, NTRK2, CDC20, SHISA2, and NOX4, in the spleen during APEC infection. Especially for TMEFF2 there was a significant, consistent decrease in expression in the CM (*P* value < 0.01) and CS (*P* value < 0.05) groups, which was the inverse of gga-miR-429 expression, where there was a consistent increase in the CM (*P* value < 0.05) and CS (*P* value < 0.01) groups (Fig. 3A). The change in gga-miR-215 expression was the inverse of that of its target gene ASL2 among the NC, CM, and CS groups (Fig. 3B). Similarly, gga-miR-146b-5p downregulated the expression of its target genes, including LAT2 and WNK1 (Fig. 3C). For gga-miR-146b-3p, the target gene, POLE, showed little change at the mRNA expression level (Fig. 3D). The gga-miR-21 expression level in the CM and CS groups was highly significantly different (*P* value < 0.01) and much higher than that in the NC group, respectively, while the expression of target genes (CLEC3B and GGTLA1) in the CM and CS groups was significantly (*P* value < 0.01 or *P* value < 0.05) lower than that in the NC group (Fig. 3F). Only for gga-miR-383 was there no significant difference (*P* value > 0.05) among the NC, CM, and CS groups (Fig. 3E).

**FIG 3:**
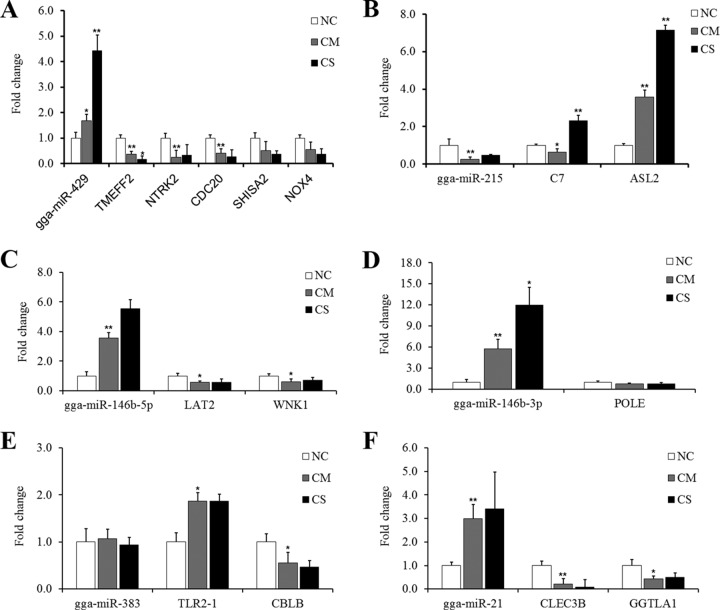
Quantitative reverse transcription-PCR detection of differentially expressed miRNA-mRNA pairs among the NC, CM, and CS groups. (A) gga-miR-429 versus target genes. (B) gga-miR-215 versus target genes. (C) gga-miR-146b-5p versus target genes. (D) gga-miR-146b-3p versus target genes. (E) gga-miR-383 versus target genes. (F) gga-miR-21 versus target genes. NC, nonchallenged control; CM, challenged, mild pathology; CS, challenged, severe pathology. U6 and β-actin genes were the host genes; the expression level of the NC group was normalized to 1.0. Fold change values were calculated using the comparative 2^−ΔΔ*CT*^ method [ΔΔ*C_T_* = Δ*C_T_*_(target gene)_ − Δ*C_T_*_(reference gene)_] from at least three independent experiments. The *P* values are indicated with asterisks when lower than 0.05 (*) or 0.01 (**) for the difference in results between the CM versus NC or the CS versus CM groups.

### Validation of gga-miR-429 target genes *in vitro*.

gga-miR-429 was significantly increased in the CS but not in the C group compared to the NC group. To further validate the potential targets of gga-miR-429 in the APEC infection process, we used dual-luciferase report systems to confirm the regulatory relationships. For the positive control, gga-miR-21 and the known targets of PDCD4 were detected in this study (24–26). After cotransfecting of DF-1 cells with gga-miR-429 (or a negative control) and psi-CHECK2 vectors containing 3′ untranslated regions (UTRs) of potential targets, the Renilla luciferase activities of TMEFF2, CDC20, and SHISA2 groups were greatly suppressed by 45%, 57%, and 57%, respectively. These results suggested that gga-miR-429 could mediate the transcription expression of TMEFF2, CDC20, and SHISA2 by directly targeting 3′ UTRs (Fig. 4).

**FIG 4:**
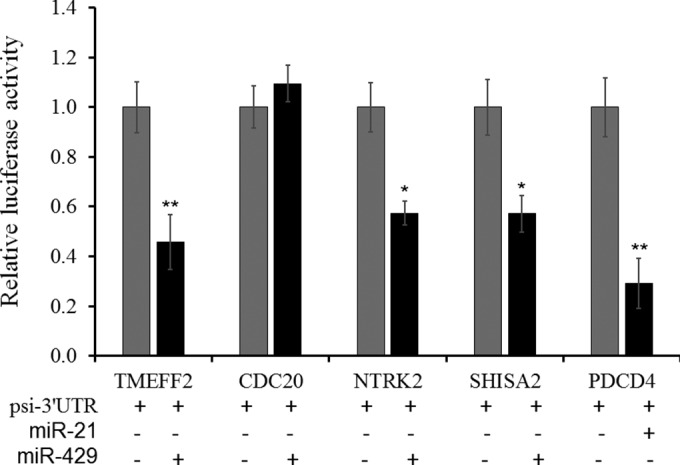
Validation of potential targets downregulated by gga-miR-429 in DF-1 cell lines. Cotransfections with miRNA mimic or negative oligonucleotides with psi-CHECK2-3′ UTR vectors of TMEFF2, SHISA2, NTRK2, and CDC20 genes in DF-1 cell lines were incubated for 36 h to detect Renilla luciferase activities. The vertical axis indicates the relative fold change of Renilla luciferase activities compared to the level of the negative group, using the firefly luciferase activity in the psi-CHECK2 vector as a normalization control. Each group was replicated as three wells. The *P* values were estimated by a *t* test and are marked with asterisks when lower than 0.05 (*) or 0.01 (**).

### Overexpression of gga-miR-429 in chicken HD11 macrophage cells.

To determine whether gga-miR-429 could downregulate the mRNA expression of these target genes in the immune system, a study of the HD11 macrophage-like cell line derived from bone marrow cells was performed *in vitro*. After 36 h of treatment with mimic miRNA, elevating gga-miR-429 significantly repressed the mRNA expression levels of TMEFF2, CDC20, and SHISA2 compared to the levels in the negative-control groups (*P* value < 0.05), while NTRK2 showed no significant change (Fig. 5). Combined with direct regulatory relationships identified by reporter gene systems, it is reasonable to suggest that gga-miR-429 directly inhibits TMEFF2 and SHISA2 transcription expression via binding to 3′ UTRs, whereas it indirectly inhibits CDC20 transcription expression via other mechanisms, which needs further investigation.

**FIG 5:**
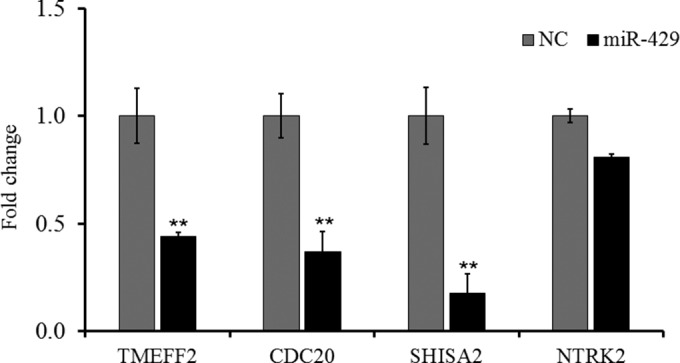
Overexpression of gga-miR-429 inhibits mRNA expression levels of TMEFF2 and SHISA2 in chicken HD11 macrophage cell lines. Mimics (100 μM) and control oligonucleotides were transfected into HD11 macrophage cells for 36 h to detect target gene expression levels. The fold change values were calculated using the comparative 2^−ΔΔ*CT*^ method [ΔΔ*C_T_* = Δ*C_T_*_(target gene)_ − Δ*C_T_*_(reference gene)_] from at least three independent experiments. The *P* values are indicated with asterisks when lower than 0.05 (*) or 0.01 (**) compared to results with the NC group.

## DISCUSSION

MiRNAs have been proven to be strongly associated with pathogen invasion and host resistance (27). Therefore, it is necessary to identify and characterize the critical miRNAs in the chicken immune response to infectious diseases such as APEC, with the aim of understanding pathogenesis, improving animal welfare, reducing losses in poultry production, and keeping food safe. Here, Solexa sequencing, a high-throughout sequencing technology, was first used to detect the miRNA expression profile differences in chicken spleen after APEC challenge. 

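gga-miR-219 had 3.50 normalized reads in NC and 16.4 in CM and was listed at 0 in CS. These values came from 1 read in NC, 5 reads in CM, and 0 reads in CS. Its value was below 20 normalized reads in every library.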

In total, 153 known miRNAs were detected, including those expressed at low levels such as gga-miR-219 (normalized 4 and 16 reads for the NC and CM groups, respectively). Through DEG analysis, 27 miRNAs were found to be differentially expressed among the NC, CM, and CS groups, representing not only differences between infected and noninfected animals but also the degree of pathology resulting from infection. For these miRNAs, gga-miR-21 has the most abundant expression in both the CM and CS groups. Moreover, it was significantly upregulated in the CS and CM groups compared to the level in the NC group. Thus, we inferred that gga-miR-21 might have important effects on the lipopolysaccharide (LPS)-induced host immune response to APEC, which is consistent with the analysis of mouse gga-miR-21 (28, 29). 

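gga-miR-21 had 220813 reads in CM and 321189 in CS and ranked 1 among the 154 miRNAs in both libraries. It made up 11.8% of the reads of known miRNAs in CM (95% Wilson interval, 11.7% to 11.8%) and 12.9% in CS (12.8% to 12.9%). As a share of the clean reads the paper states, it was 6.16% in CM and 8.94% in CS.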

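The fold change of gga-miR-21 was 1.68 in CM over NC (95% exact interval, 1.67 to 1.69) and 1.83 in CS over NC (95% exact interval, 1.82 to 1.84). These intervals cover counting error in 1 library per group.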

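gga-miR-146b-5p had 715 reads in NC, 3478 in CM, and 4936 in CS. Its fold change was 4.54 in CM over NC (95% exact interval, 4.19 to 4.93) and 4.82 in CS over NC (95% exact interval, 4.46 to 5.22). Between CM and CS the fold change was 1.06 (95% exact interval, 1.02 to 1.11), which was below the threshold of 1.5.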

Another highly expressed miRNA, gga-miR-146b-5p, was greatly increased in the CM and CS groups compared to the level in the NC group, but with no significant difference between the CS and CM groups, indicating that gga-miR-146b may have induced high expression after APEC infection. 

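Outside Table 1, 45 miRNAs had at least 10000 normalized reads in every library. Their log2 fold changes over the 3 comparisons lay between -0.68 and 0.54. Of the 135 comparisons of these miRNAs, 115 had an exact binomial p below 0.01, and 1 also passed the fold change threshold, that of gga-miR-2964 between NC and CS. The 5 with the most reads were gga-miR-10a, gga-miR-10b, gga-miR-181a, gga-miR-30a-5p, and gga-miR-26a. gga-miR-10a fell from 882594 normalized reads in NC to 597562 in CM and 632360 in CS, a log2 fold change of -0.56 in CM and -0.48 in CS. Within Table 1, 4 miRNAs had at least 10000 normalized reads in every library.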

Except for these two miRNAs, other miRNAs with abundant expression showed no significant differences in two-way comparisons of the NC, CM, and CS groups. This suggests that these miRNAs might have no spleen-specific immune response to APEC and mainly reflect the general process of inflammation. In contrast, gga-miR-219 was detected only in the NC and CM groups, with a significant increase in the CM group but a decrease in CS group, which suggests that gga-miR-219 is related to pathology severity after APEC infection. This prediction is in agreement with the reports that high-dose challenges decreased miR-219-5p expression in human and mouse macrophages during the resolution of inflammation (30, 31). These results of our study also suggested that deep-sequencing technology benefits the discovery of functional miRNAs in APEC pathogenic processes, including miRNAs expressed at low levels. 

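gga-miR-219 was seen in 1 read in NC, 5 reads in CM, and 0 reads in CS. In CM over NC the log2 fold change was 2.22 (exact binomial p = 0.220 before adjustment). Between CM and CS, with the count of 0 set to 0.5 reads, the log2 fold change was -3.74 (exact binomial p = 0.0143 before adjustment). With 0 reads in CS, the 95% exact Poisson interval reached up to 9.02 normalized reads.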

Also, in this study we defined three groups to detect miRNA expression according to the mild and severe pathology levels (or noninfected controls), which provides a useful approach to identify the candidate genes involved in host resistance to APEC. gga-miR-429 was detected as the most promising potential miRNA, which had a consistently upregulated expression level in the CM versus NC and CS versus CM groups.

It is useful to predict miRNA function and construct the regulation networks by the prediction of their targets and annotation of their biological functions. In this study, 12 immune-related biological processes were significantly enriched, including cytokine production and biosynthetic processes. Also, we found 23 genes enriched in the Toll-like receptor signaling pathway, which is consistent with a previous study by Sandford et al. (10) that the differentially expressed genes between APEC-infected and -noninfected chicken spleens on day 1 and on day 5 were significantly enriched in the Toll-like receptor and cytokine signaling pathways (10) (see Table S2 in the supplemental material). This highlights the potential function of the differently expressed miRNAs on the host response to APEC infection.

To identify the functional miRNAs related to host resistance, two sets of RNA-Seq data, the miRNA expression profile and previously reported transcriptome profiles (12), were integrated by this study. In total, 249 correlated miRNA and mRNA pairs were found, including 43 significantly negatively correlated pairs (*r* < −0.80). For the upregulated miRNAs, the most significantly correlated pair was gga-miR-21 and CLEC3B. Interestingly, gga-miR-21 was also an miRNA with the highest expression level in the spleen of all three (NC, CM, and CS) groups. 

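In the NC library gga-miR-21 had 429813 normalized reads and ranked 3, after gga-miR-10a with 882594 and gga-miR-10b with 704280. It made up 6.73% of the reads of known miRNAs in NC (95% Wilson interval, 6.69% to 6.77%). In the CM and CS libraries it ranked 1.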

CLEC3B has been recently reported as a candidate gene for osteoarthritis (32). Another target gene for miR-21, GGTLA1 (about 2-fold downregulated for the CM and CS groups), was reported to be involved in T-cell-mediated immune responses (33). gga-miR-135a and VLDLR were the most significantly correlated pair of the downregulated miRNAs. Small interfering RNA (siRNA) experiments revealed that VLDLR is critical for an efficient infection by rhinovirus 1B (34). 

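gga-miR-138 had 109 normalized reads in NC, 111 in CM, and 181 in CS, on 31, 34, and 74 reads. Between NC and CM the fold change was 1.02, with a 95% exact interval of 0.611 to 1.72 (exact binomial p = 1 before adjustment).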

The present study showed the same potential: gga-miRA-135a might enhance the function of VLDLR in resistance to APEC infection. gga-miR-138 was significantly downregulated in the CM group compared to the level in the NC group and may inhibit inflammation by enhancing CTSG, which has broad-spectrum antibiotic properties against Staphylococcus aureus, Klebsiella pneumonia and Escherichia coli (35–37). 

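The normalized reads of gga-miR-429 were 31.5 in NC (95% exact Poisson interval, 14.4 to 59.8), 45.8 in CM (25.0 to 76.8), and 108 in CS (78.2 to 145). The intervals of NC and CM overlapped, and that of CS lay above that of NC and above that of CM.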

Interestingly, gga-miR-429 expression was considered to be highly related to APEC pathology, with 1.4-fold upregulation in the CM group and 3.4-fold upregulation in the CS compared to the NC group. Also, two direct target genes, TMEFF2 and SHISA2, were highly suppressed in spleen after APEC infection by 7.3-fold and 3.0-fold, respectively (*P* value < 0.01). Both genes are involved in the inflammatory response. TMEFF2 was reported to regulate both platelet-derived growth factor (PDGF) signaling and extracellular signal-regulated kinase (ERK) signaling pathways in several diseases. A recombinant form of the TMEFF2 ectodomain can suppress PDGF receptor signaling and promote ErbB4 and ERK1/2 phosphorylation via interaction with PDGF (38). The full-length form of TMEFF2 protein, acting as a receptor or coreceptor, promotes a strong ERK activation in response to growth factors (39). Moreover, the PDGF and ERK pathways played a great role in the LPS-induced inflammatory process. LPS exacerbated the lung fibrosis process by increasing PDGF-AA in macrophages and epithelial cells (40). LPS-elicited release of tumor necrosis factor alpha (TNF-α) was regulated in rat spleen via the ERK signaling pathway (41). ERK1-mediated posttranslational modifications controlled the process of LPS-mediated NLRP3 inflammasome priming (42). SHISA2, as another miR-429 target gene, was reported to be an important modulator of Wnt signaling in the chicken embryo, which enhanced host protection in response to enteric bacteria (43, 44). Therefore, it is reasonable to propose that miR-429 contributes to the APEC-induced pathology process and is involved in inflammasome-related PDGF, ERK, and Wnt signaling pathways through directly downregulating TMEFF2 and SHISA2 genes, respectively.

In conclusion, we present the first characterization of the splenic miRNA expression profile of the chicken in response to APEC infection. A total of 27 different expressed miRNAs were identified among three phenotypic groups representing noninfected chickens and infected chickens with severe pathology and those with mild pathology. Through integration analysis of differentially expressed miRNAs and mRNA, 43 miRNA-mRNA pairs displayed significantly negative correlations (*r* < −0.8). Specifically, we found that gga-miR-429, with a slow rise and sharp increase in the mild and severe pathology groups, could directly downregulate expression of TMEFF2 and SHISA2 mRNAs, both of which are involved in immune-related PDGF, ERK, and Wnt signaling pathways, by binding to the 3′ UTR. These investigations indicate that miRNAs play a major role in the APEC infection process. The findings will facilitate an understanding of resistance and susceptibility to APEC infection through miRNA-induced systems, provide guidance on potential vaccine targets, and may assist breeding for genetic resistance to APEC in poultry.

## MATERIALS AND METHODS

### Sample preparation.

Nonvaccinated, commercial male broilers were used. At 4 weeks of age, 240 birds were challenged by injecting the left thoracic air sac with 0.1 ml of APEC O1 (10^8^ CFU), and another 120 birds were injected with 0.1 ml of phosphate-buffered saline (PBS) as controls. Detailed information on the APEC O1 strain and challenge protocol were previously described (11). Necropsy was performed at 1 day postchallenge, and a summed lesion score ranging from 0 to 7 was determined for each APEC-challenged bird. Birds with lesions scoring 0 to 2 were classified as showing mild pathology, and those scoring 4 to 7 were classified as showing severe pathology. The mild and severe pathologies infer that birds were resistant and susceptible to APEC infection, respectively. Then, the total RNAs isolated from spleens of the three groups were subjected to Solexa deep sequencing to investigate the dynamics of chicken miRNA expression. The three pools of three spleens from each group were the same as those used in a previous study on mRNA expression (12). The APEC challenge experiment was performed at Iowa State University and approved by the Iowa State University Institutional Animal Care and Use Committee (approval 11-07-6460-G).

### Cell culture.

DF-1 chicken fibroblast cells were cultured in Dulbecco's modified Eagle medium (DMEM) with 10% fetal bovine serum (Gibco, Carlsbad, CA, USA). Chicken HD11 macrophage cells were cultured in RPMI 1640 medium containing 20 mM l-glutamine (Gibco, Carlsbad, CA, USA) and 10% fetal bovine serum (Gibco, Carlsbad, CA, USA). All cells were incubated at 37°C with 5% CO_2_.

### Total RNA isolation, small RNA library construction and Solexa sequencing.

For each group, three spleens were randomly chosen for analysis. Total RNA was isolated from each spleen using TRIzol (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions, and thereafter three pooled RNA samples (one per group) were prepared by quantification and pooling. Twenty micrograms of total RNA was purified by denaturing 15% PAGE for small-RNA enrichment (16 to 32 nt) and then ligated with sequencing adapters (Illumina, San Diego, CA, USA). Subsequently, cDNA was synthesized from small RNAs by reverse transcription and amplified with 15 PCR cycles to produce libraries. Amplified products were validated and quantified using an Agilent 2100 Bioanalyzer and a DNA 1000 Nano Chip Kit (Agilent Technologies, Santa Clara, CA, USA). Deep sequencing was performed on a Genome Analyzer IIx (Illumina, San Diego, CA, USA) by Shanghai Majorbio Bio-Pharm Biotechnology Co., Ltd. (Shanghai, China).

### Draft data analysis, assembly, and BLAST search of the chicken genome.

For all generated draft reads, low-quality bases (Sanger base quality of <20) of the 3′ end were trimmed using in-house perl scripts, and then the sequencing adapters were removed with the fastx toolkit software (http://hannonlab.cshl.edu/fastx_toolkit/). All identical sequences of sizes ranging from 16 to 32 nt were counted and eliminated from the initial data set. The assembled unique sequences were used for a BLAST search of the Rfam database, version 10.1 (http://rfam.sanger.ac.uk/), to remove non-miRNA sequences (rRNA, tRNA, snoRNA, etc.). Bowtie (http://bowtie-bio.sourceforge.net/index.shtml) was used to annotate the chromosomal location against the chicken genome data (Ensembl Trace Archive). Through a BLAST search of the miRbase, version 19.0 (http://www.mirbase.org/), the perfectly matched sequences were used to count and analyze the known miRNA expression profile.

### Analysis of differently expressed miRNAs.

Significantly different miRNA expression levels among the three groups were identified using the DEGseq package (45). First, each library was normalized to obtain the expression level of transcripts per million reads using total clean read counts. If the normalized miRNA reads were less than 20 in three libraries, that miRNA was removed from future differential expression analyses. The fold change value (>1.5) of normalized reads and *P* value (<0.01) were both considered to screen for differentially expressed miRNAs.

### Prediction of miRNA targets and GO and KEGG pathway analysis.

Regulation of gene expression by miRNAs is mostly through the interaction between mature miRNA and mRNA 3′UTRs. We downloaded the whole UTR database of chicken (http://www.ensembl.org/biomart/martview/) to predict the potential targets for differentially expressed miRNAs. RNAhybrid (http://bibiserv.techfak.uni-bielefeld.de/rnahybrid/) and TargetScan, version 6.2 (http://www.targetscan.org/), were used to predict the miRNA targets. Only the genes predicted by both methods and including more than a 7-bp seed match for miRNAs were considered reliable targets for further analysis. Gene Ontology (GO) and KEGG pathway enrichment were analyzed by DAVID, version 6.7 (http://david.ncifcrf.gov/), which is based upon a Fisher exact statistic methodology similar to that previously described (46). KEGG results were filtered using a *P* value of <0.05.

### Integration analysis between miRNA and mRNA data.

Two data sets of small-RNA sequencing and transcriptome sequencing were used for integrated analysis between miRNA and mRNA expression. Pearson correlation coefficients between the differentially expressed miRNAs and their target genes were computed using Excel software. The Pearson's *r* values were used to estimate the relationship (negative or positive correlation), and miRNA-mRNA pairs were considered to be strongly correlated with an *r* greater than 0.8 or less than −0.8.

### Validation of gga-miR-429 target genes through luciferase reporter systems.

The psi-CHECK2 vector (Promega, San Luis Obispo, USA) including double-luciferase reporter genes was used to test and validate the target sites for gga-miR-429, which was 3.4-fold upregulated in the CS group compared to the level in the NC group (no change between the CM and NC groups). The 3′ UTR fragments containing potential binding sites of four genes (TMEFF2, NTRK2, CDC20, and SHISA2) were cloned from chicken DNA samples. Then all the obtained sequences were inserted downstream of Renilla luciferase in the psi-CHECK2 vector (Promega, San Luis Obispo, USA) to generate the recombined dual-reporter vectors (Psi-3′UTR). To improve the accuracy of the experiment, the group of gga-miR-21 and PDCD4 were used as a positive control because it has been previously shown that gga-miR-21 negatively regulated PDCD4 through affecting binding in the 3′ UTR (47). Reporter experiments were performed in DF-1 cells using a mimic gga-miR-21 or gga-miR-429. After 0.35 μg of recombinant vector was cotransfected with 50 μmol of mimic miRNA per well of a 48-well plate into DF-1 cells for 36 h by Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA), luciferase activity was measured using a Dual-Luciferase Reporter Assay System (E1910) per the manufacturer's instructions (Promega, San Luis Obispo, USA). In each case, the constitutively expressed firefly luciferase activity in the psi-CHECK2 vector served as a normalization control for evaluating transfection efficiency.

### Overexpressed gga-miR-429 in chicken HD11 macrophage cells.

Mimic miRNA and a negative control synthesized by GenePharma (Shanghai, China) were used to overexpress gga-miR-429 in cell lines. Mimics (100 μM) and control oligonucleotides were transfected in HD11 macrophage cells using 12-well plates and Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) per the manufacturer's instructions. After 36 h of transfection, the cells were harvested using TRIzol (Invitrogen, Carlsbad, CA, USA) to extract the total RNA.

### Quantitative real-time PCR.

After RNA samples were digested in solution with RNase-free DNase I (Life Technologies, Inc., Gaithersburg, CM, USA), they were quantified by a NanoDrop ND1000 instrument (NanoDrop Technologies, Wilmington, DE, USA). For each sample, 1 μg of total RNA was polyadenylated and reverse transcribed to cDNA using a miScript reverse transcription kit (Qiagen, Valencia, CA, USA), in which an oligo(dT) primer with a universal tag and miScript reverse transcription mix were included. A miScript SYBR green PCR kit (Qiagen, Valencia, CA, USA) and PCR master mix (SYBR green) kit (Toyobo, Japan) were used in quantitative PCR (qPCR) to determine the expression of mRNAs and miRNAs, respectively. The relative-quantification PCR was performed by a Bio-Rad CFX96 Real-Time PCR detection system (Bio-Rad Laboratories Inc., Hercules, CA, USA), and the relative mRNA level of each target gene was calculated using the comparative 2^−Δ*CT*^ method [Δ*C_T_* = *C_T_*_(target gene)_ − *C_T_*_(β-actin)_, where *C_T_* is threshold cycle]. Fold change values were calculated using the comparative 2^−ΔΔ*CT*^ method, in which ΔΔ*C_T_* = Δ*C_T_*_(target gene)_ − Δ*C_T_*_(reference gene)_. β-Actin and U6 genes were chosen as reference genes for mRNA and miRNA expression. All primers are described in Table S3 in the supplemental material. Three independent replications were used for each assay, and data are presented as means ± standard errors of the means (SEM). A Student *t* test was used to compare mRNA levels among different groups. The threshold for significance was set at a *P* value <0.05, and for high significance the threshold was set at a *P* value of <0.01.

### Accession number(s).

The three small RNA Solexa sequencing data sets are available in the Gene Expression Omnibus (GEO) database under accession number GSE51396.

## Supplementary Material

Supplemental material

# Supplementary material for: Novel MicroRNA Involved in Host Response to Avian Pathogenic Escherichia coli Identified by Deep Sequencing and Integration Analysis
**Source:** Infect Immun. 2016 Dec 29;85(1):e00688-16. doi: 10.1128/IAI.00688-16
**Supplement:** Supplemental material

Supplemental material 

# Novel MicroRNA Involved in Host Response to Avian Pathogenic Escherichia coli Identified by Deep Sequencing and Integration Analysis

## Supplemental material

- Supplemental file 1 -

  Table S1. Expression correlation of miRNA and target genes among NC, CM, and CS groups. Table S2. Twenty-three target genes enriched in Toll-like receptor signaling pathway. Table S3. Quantitative real-time RT-PCR primers for miRNA and target genes.

  PDF, 177K

# Supplementary material for: Novel MicroRNA Involved in Host Response to Avian Pathogenic Escherichia coli Identified by Deep Sequencing and Integration Analysis
**Source:** Infect Immun. 2016 Dec 29;85(1):e00688-16. doi: 10.1128/IAI.00688-16
**Supplement:** Supplemental material

**Novel miRNA involved in host response to avian pathogenic *Escherichia coli* identified by deep sequencing  
and integration analysis**

Xinzheng Jia<sup>a,c</sup>, Qinghua Nie<sup>a, c\*</sup>, Xiquan Zhang<sup>a, c</sup>, Lisa K. Nolan<sup>d</sup>, Susan J. Lamont<sup>b\*</sup>

16

17 **Supplementary information.**

18 All supporting data are included as additional files as follows: **Supplementary Table S1.** Expression correlation of miRNA and target genes  
19 among NC, MD and SV. miRNA-mRNA pairs of differently expressed miRNAs and mRNAs were evaluated for the regulatory relationships  
20 using Pearson correlation coefficient analysis. **Supplementary Table S2.** Twenty-three target genes regulated by differently expressed miRNAs  
21 were enriched in Toll-like receptor signaling pathway. **Supplementary Table S3.** Primers used in this study for quantitative real time RT-PCR  
22 and constructing recombinant vector.

23

24

25

**Table S1. Expression correlation of miRNA and target genes among NC, CM and CS**

| miRNA               | NC       | CM       | CS       | Ensemble_id        | Wikigenes     | NC_FP<br>KM | MD_FP<br>KM | SV_FP<br>KM | length | Pearson<br>correlation<br>coefficients |
|---------------------|----------|----------|----------|--------------------|---------------|-------------|-------------|-------------|--------|----------------------------------------|
| gga-miR-21          | 429812.8 | 722377.0 | 785763.2 | ENSGALT00000019389 | CLEC3B        | 287.7       | 112.6       | 80.0        | 2183   | -0.9998                                |
| gga-miR-135a        | 24.5     | 19.6     | 7.3      | ENSGALT00000016531 | VLDLR         | 12.2        | 16.4        | 28.8        | 3230   | -0.9995                                |
| gga-miR-203         | 3.5      | 45.8     | 14.7     | ENSGALT00000015761 |               | 1.2         | 0.0         | 1.0         | 4486   | -0.9994                                |
| gga-miR-301b<br>-5p | 42.0     | 29.4     | 17.1     | ENSGALT00000031441 |               | 23.3        | 45.7        | 64.4        | 706    | -0.9989                                |
| gga-miR-1a          | 91.1     | 39.3     | 48.9     | ENSGALT00000013893 | ABHD12        | 53.8        | 97.6        | 86.1        | 3144   | -0.9969                                |
| gga-miR-146b        | 2503.8   | 11378.1  | 12075.5  | ENSGALT00000021209 |               | 34.1        | 18.6        | 19.5        | 7106   | -0.9932                                |
| gga-miR-215         | 2108.1   | 2162.4   | 726.6    | ENSGALT00000023947 | C7            | 13.4        | 9.9         | 30.9        | 3083   | -0.9928                                |
| gga-miR-9*          | 7.0      | 150.5    | 24.5     | ENSGALT00000019967 | C2H7orf1<br>6 | 3.3         | 0.3         | 3.4         | 1038   | -0.9902                                |
| gga-miR-9*          | 7.0      | 150.5    | 24.5     | ENSGALT00000006632 | RNF111        | 6.2         | 2.2         | 5.1         | 4300   | -0.9881                                |
| gga-miR-217         | 21.0     | 3.3      | 2.5      | ENSGALT00000033111 | PLA2R1        | 24.3        | 44.4        | 49.5        | 5410   | -0.9879                                |
| gga-miR-146b<br>*   | 126.1    | 310.8    | 459.9    | ENSGALT00000012422 | POLE          | 7.7         | 4.7         | 3.4         | 7072   | -0.9876                                |
| gga-miR-194         | 126.1    | 143.9    | 41.6     | ENSGALT00000030884 | MSC           | 3.3         | 3.3         | 10.5        | 1169   | -0.9860                                |
| gga-miR-301b<br>-5p | 42.0     | 29.4     | 17.1     | ENSGALT00000002628 | ATP6V1B<br>2  | 39.6        | 70.6        | 86.7        | 2885   | -0.9846                                |
| gga-miR-301b        | 42.0     | 29.4     | 17.1     | ENSGALT00000024702 | OSTM1         | 25.3        | 46.0        | 56.3        | 2495   | -0.9827                                |

|                     |          |          |          |                     |               |       |       |       |      |         |
|---------------------|----------|----------|----------|---------------------|---------------|-------|-------|-------|------|---------|
| -5p                 |          |          |          |                     |               |       |       |       |      |         |
| gga-miR-21          | 429812.8 | 722377.0 | 785763.2 | ENSGALT00000010504  | GGTLA1        | 132.4 | 67.0  | 68.9  | 1930 | -0.9813 |
| gga-miR-34a         | 70.0     | 85.1     | 105.2    | ENSGALT00000002261  |               | 17.3  | 12.2  | 8.8   | 5080 | -0.9813 |
| gga-miR-135a        | 24.5     | 19.6     | 7.3      | ENSGALT000000036427 | TMEM12<br>3   | 133.5 | 214.3 | 308.1 | 2531 | -0.9798 |
| gga-miR-146b        | 2503.8   | 11378.1  | 12075.5  | ENSGALT00000004527  |               | 20.8  | 13.4  | 10.6  | 2902 | -0.9787 |
| gga-miR-215         | 2108.1   | 2162.4   | 726.6    | ENSGALT000000039984 | ASL2          | 0.2   | 1.0   | 4.1   | 1879 | -0.9729 |
| gga-miR-429         | 31.5     | 45.8     | 107.6    | ENSGALT000000012579 | TMEFF2        | 4.4   | 2.8   | 0.6   | 1225 | -0.9705 |
| gga-miR-34a         | 70.0     | 85.1     | 105.2    | ENSGALT000000026141 | KDM6A         | 11.7  | 6.9   | 4.3   | 4530 | -0.9699 |
| gga-miR-122         | 10.5     | 26.2     | 14.7     | ENSGALT000000027557 |               | 1.3   | 0.0   | 0.7   | 8922 | -0.9616 |
| gga-miR-135a        | 24.5     | 19.6     | 7.3      | ENSGALT000000039135 |               | 6.1   | 11.2  | 15.8  | 3293 | -0.9605 |
| gga-miR-217         | 21.0     | 3.3      | 2.5      | ENSGALT000000002628 | ATP6V1B<br>2  | 39.6  | 70.6  | 86.7  | 2885 | -0.9545 |
| gga-miR-217         | 21.0     | 3.3      | 2.5      | ENSGALT000000038464 | NR1H3         | 0.0   | 9.5   | 6.7   | 2019 | -0.9466 |
| gga-miR-301b<br>-5p | 42.0     | 29.4     | 17.1     | ENSGALT000000040527 | SLC9A9        | 9.8   | 20.3  | 22.6  | 2890 | -0.9399 |
| gga-miR-135a        | 24.5     | 19.6     | 7.3      | ENSGALT000000027122 | C1H2orf4<br>0 | 19.4  | 46.9  | 65.5  | 773  | -0.9373 |
| gga-miR-122         | 10.5     | 26.2     | 14.7     | ENSGALT000000039066 | MYO5A         | 15.7  | 8.5   | 11.4  | 6934 | -0.9317 |
| gga-miR-135a        | 24.5     | 19.6     | 7.3      | ENSGALT000000023014 | FBLN1         | 2.0   | 1.6   | 5.5   | 3345 | -0.9315 |
| gga-miR-138         | 108.6    | 111.2    | 181.0    | ENSGALT000000021823 | CTSG          | 153.4 | 105.5 | 36.6  | 1061 | -0.9256 |
| gga-miR-429         | 31.5     | 45.8     | 107.6    | ENSGALT000000020568 | NTRK2         | 3.2   | 1.6   | 0.3   | 2962 | -0.9146 |
| gga-miR-205a        | 0.0      | 52.3     | 14.7     | ENSGALT000000010112 |               | 68.0  | 31.9  | 44.4  | 2066 | -0.9118 |
| gga-miR-146b        | 2503.8   | 11378.1  | 12075.5  | ENSGALT000000001987 | LAT2          | 27.4  | 18.9  | 11.1  | 1540 | -0.9069 |
| gga-miR-135a        | 24.5     | 19.6     | 7.3      | ENSGALT000000024899 | SDCBP         | 146.8 | 251.9 | 302.0 | 1684 | -0.9020 |

|                 |         |         |         |                    |           |       |      |      |       |         |
|-----------------|---------|---------|---------|--------------------|-----------|-------|------|------|-------|---------|
| gga-miR-146b    | 2503.8  | 11378.1 | 12075.5 | ENSGALT00000020177 | STK17A    | 17.9  | 13.1 | 8.3  | 2841  | -0.8966 |
| gga-miR-144     | 2997.6  | 2391.4  | 3924.1  | ENSGALT00000018368 | WDFY3     | 7.2   | 12.4 | 6.0  | 10905 | -0.8890 |
| gga-miR-429     | 31.5    | 45.8    | 107.6   | ENSGALT00000016208 | CDC20     | 52.0  | 36.4 | 26.7 | 1650  | -0.8862 |
| gga-miR-383     | 101.6   | 19.6    | 156.6   | ENSGALT00000016143 |           | 9.5   | 10.5 | 1.6  | 2939  | -0.8651 |
| gga-miR-7       | 266.1   | 304.2   | 552.9   | ENSGALT00000008077 | CENPI     | 9.4   | 6.0  | 3.9  | 3106  | -0.8618 |
| gga-miR-146a    | 10130.8 | 17678.9 | 13472.4 | ENSGALT00000021209 |           | 34.1  | 18.6 | 19.5 | 7106  | -0.8586 |
| gga-miR-34a     | 70.0    | 85.1    | 105.2   | ENSGALT00000013047 | LOC417013 | 7.5   | 2.4  | 2.2  | 2356  | -0.8346 |
| gga-miR-429     | 31.5    | 45.8    | 107.6   | ENSGALT00000027646 | SHISA2    | 102.5 | 53.8 | 34.2 | 2668  | -0.8326 |
| gga-miR-1b      | 94.6    | 32.7    | 41.6    | ENSGALT00000035550 | PQLC2     | 14.4  | 28.8 | 41.6 | 756   | -0.8125 |
| gga-miR-301b-5p | 42.0    | 29.4    | 17.1    | ENSGALT00000023014 | FBLN1     | 2.0   | 1.6  | 5.5  | 3345  | -0.8124 |
| gga-miR-429     | 31.5    | 45.8    | 107.6   | ENSGALT00000027863 | NOX4      | 3.3   | 1.4  | 0.8  | 2213  | -0.8051 |

**Tabel S2. 23 target genes enriched in Toll-like receptor signaling pathway**

| Gene ID            | Description                                                                                               |
|--------------------|-----------------------------------------------------------------------------------------------------------|
| ENSGALT00000015999 | TANK-binding kinase 1                                                                                     |
| ENSGALT00000001405 | chemokine (C-C motif) ligand 5; chemokine (C-C motif) ligand 4                                            |
| ENSGALT00000039023 | interferon regulatory factor 7                                                                            |
| ENSGALT00000041052 | interleukin 12B (natural killer cell stimulatory factor 2, cytotoxic lymphocyte maturation factor 2, p40) |
| ENSGALT00000019074 | interleukin 8                                                                                             |
| ENSGALT00000019072 | interleukin 8                                                                                             |
| ENSGALT00000015615 | interleukin-1 receptor-associated kinase 4                                                                |
| ENSGALT00000025232 | lymphocyte antigen 96                                                                                     |

|                    |                                                                                                                                                                                  |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| ENSGALT00000040001 | mitogen-activated protein kinase 1                                                                                                                                               |
| ENSGALT00000020182 | mitogen-activated protein kinase kinase kinase 7 interacting protein 2                                                                                                           |
| ENSGALT00000011897 | mitogen-activated protein kinase kinase kinase 8                                                                                                                                 |
| ENSGALT00000020111 | nuclear factor of kappa light polypeptide gene enhancer in B-cells 1                                                                                                             |
| ENSGALT00000016362 | nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha                                                                                              |
| ENSGALT00000008754 | phosphoinositide-3-kinase, catalytic, beta polypeptide                                                                                                                           |
| ENSGALT00000039333 | phosphoinositide-3-kinase, regulatory subunit 5, p101                                                                                                                            |
| ENSGALT00000011552 | ras-related C3 botulinum toxin substrate 3 (rho family, small GTP binding protein Rac3); ras-related C3 botulinum toxin substrate 1 (rho family, small GTP binding protein Rac1) |
| ENSGALT00000037211 | receptor (TNFRSF)-interacting serine-threonine kinase 1                                                                                                                          |
| ENSGALT00000012390 | signal transducer and activator of transcription 1, 91kDa; signal transducer and activator of transcription 4                                                                    |
| ENSGALT00000001612 | toll-interleukin 1 receptor (TIR) domain containing adaptor protein                                                                                                              |
| ENSGALT00000015034 | toll-like receptor 2                                                                                                                                                             |
| ENSGALT00000011333 | toll-like receptor 4                                                                                                                                                             |
| ENSGALT00000037374 | toll-like receptor 6                                                                                                                                                             |
| ENSGALT00000026777 | toll-like receptor 7                                                                                                                                                             |
| ENSGALT00000037443 | v-akt murine thymoma viral oncogene homolog 1                                                                                                                                    |

**Table S3. Quantitative real time RT-PCR primers for miRNA and target genes**

| Gene   | forward primers       | downward primers       |
|--------|-----------------------|------------------------|
| TMEFF2 | TTGAAGTCATGCTTTGGGTCG | GCAGAAGCCATTGTAATGCTCT |
| NTRK2  | ACAAGTAAGAATCCTGCCTCG | GCAAAGAATACCGTCAGTTCG  |
| CDC20  | GGCTTTGATGTAGAAGAGGCT | CCTACTGGAAGCAGGTGTAGTC |
| SHISA2 | ACCAACTTCTCGGTGCTCAAC | GCCGGGTACATCTTCTGCTCT  |

|               |                              |                                     |
|---------------|------------------------------|-------------------------------------|
| NOX4          | TTTCAGCAAAGGCACTATCCC        | TTGTAGCACTTCCAGCCATCA               |
| CTSG          | AAACCGAAGTCTCCATCTACAGC      | TCGTACCCGAAGGAAACAACA               |
| TLR2-1        | CAGAGCGAGTGGTGCAAGTAT        | CTCCAGGTAGGTCTTGGTGTT               |
| CBLB          | TCTTACAGCATGGCAGGAATC        | CCAACATGGGCATACTAAAGC               |
| CLEC3B        | AGAAGGTGAAGGTATTGGGTAA       | CCCTAGAACTCCTAAAGTGGC               |
| GGTLA1        | AGTAAAGGCACAAGCCACATC        | ATCCCAGTCTGGTTGGAATAA               |
| C7            | AGTGGCAAGGCGGAGACAGAT        | TGAGACTGGGCTCGCACAAAA               |
| ASL2          | CCAATGAACGCAGACTGAAGG        | TGCAGCAGGTGAGTGGAATG                |
| TLR4          | GGAGGTTGTAGATTTGAGTGA        | AAGGAGGAGAAAGACAGGGTA               |
| LAT2          | TGCGTCAGGTGCCAGCTCTAT        | CCTCGCCAAGTGTTCCGGGTTT              |
| WNK1          | GTGCGAGAAGAACAGGAGAAAG       | AACAGATGCTGAAGTAGTGGG               |
| POLE          | GGGAACTGATTGAGCAGATTG        | CATAGCACCTGGGTAGGAGATT              |
| PLA2R1        | ACAGCAGCGGGCTCATTAGTA        | CAATGTCCCTCAGGTCCTTGT               |
| ATP6V1B2      | CAACAGACAGATTTACCCACC        | CTCACCAACTACAGCCTTCAT               |
| NR1H3         | GAGGACGATCAGGCACGGACAG       | TTGCTTCGCGGTTATTAGGGT               |
| LYG2          | GTATTGAGCCTGCTGTGATTG        | TATTCTCGTGCCCTGCCTGAT               |
| U6            | CGATACAGAGAAGATTAGCATGG      | miScript Universal primer           |
| gga-miR-21    | TAGCTTATCAGACTGATGTTGA       | miScript Universal primer           |
| gga-miR-217   | TACTGCATCAGGAACTGATTGGAT     | miScript Universal primer           |
| gga-miR-429   | TAATACTGTCTGGTAATGCCGT       | miScript Universal primer           |
| gga-miR-135a  | TATGGCTTTTTATTCCTATGTGA      | miScript Universal primer           |
| gga-miR-215   | ATGACCTATGAATTGACAGAC        | miScript Universal primer           |
| gga-miR-146b  | TGAGAACTGAATTCCATAGGCG       | miScript Universal primer           |
| gga-miR-146b* | CCCTATGGATTCACTTCTGC         | miScript Universal primer           |
| NTRK2_UTR     | CCGCTCGAGGGCTGTGTGAATGAATGTG | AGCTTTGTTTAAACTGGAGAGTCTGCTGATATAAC |
| TMEFF2_UTR    | CCGCTCGAGATGCGGACTCAACTACATT | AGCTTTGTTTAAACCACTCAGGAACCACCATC    |

|            |                                |                                      |
|------------|--------------------------------|--------------------------------------|
| SHISA2_UTR | CCGCTCGAGCTGAGCGGAGGAGAAATACTT | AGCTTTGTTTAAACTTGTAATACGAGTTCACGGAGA |
| CDC20_UTR  | CCGCTCGAGAGTTGGTGTGTGGGAAG     | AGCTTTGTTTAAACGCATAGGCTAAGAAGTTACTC  |
| PDCD4_UTR  | CCGCTCGAGTGGAACCAACTGCTGAAG    | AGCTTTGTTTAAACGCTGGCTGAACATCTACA     |

---

Note: The reverse primers for miRNA are miScript Universal primer provided by the miScript SYBR Green PCR kit.

How the deposited data were processed for this re-analysis (not part of the article)

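Small RNAs were measured in 3 libraries, 1 each for the NC, CM, and CS groups, and each library was a pool of RNA from 3 spleens. The libraries were matched to the groups by their labels and the paper. The authors trimmed low-quality bases and adapters, collapsed identical sequences, removed other RNA classes by a search of Rfam, and counted the sequences that matched miRBase perfectly. The authors deposited a score for each known miRNA, named normalized reads, and the paper states that each library was normalized with its total clean reads. The values of the NC, CM, and CS libraries summed to 6387790, 6139719, and 6097137, and they were taken as a score on the authors' own scale.

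The values of each library were searched for the step of which they are whole multiples, and all 462 values were whole multiples of it. Reads were recovered by dividing by this step, which gave 1824122 reads in NC, 1876762 in CM, and 2492269 in CS, from libraries with 3462706, 3586689, and 3591027 clean reads in the paper. On simulated libraries, the reads behind 462 of 462 values were recovered. Fold changes used the authors' normalized reads. Reads of 2 libraries were compared with a two-sided exact binomial test given their sum, with the null share set by the normalization, and p was adjusted by the Benjamini-Hochberg method within each comparison. A miRNA was called at a fold change above 1.5, p below 0.01, and q below 0.01, among miRNAs with at least 20 normalized reads in at least 1 library, which are the thresholds and the filter of the paper. A count of 0 was set to 0.5 reads. Intervals of fold changes are exact Clopper-Pearson intervals, those of shares are Wilson intervals, and those of single values are exact Poisson intervals, all at the 95% level.

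The tests were tried on 20 simulations of 110 miRNAs, of which 40 changed by a factor of 3. The miRNAs with the fewest reads were left out of these simulations. Among those left out were gga-miR-429, gga-miR-383, gga-miR-194, gga-miR-9-3p, and gga-miR-203. The rates below therefore do not describe miRNAs with so few reads, or changes smaller than a factor of 3. With counting error alone, the binomial test recovered 99.6% of the changed miRNAs and called 0% of the others. With a simulated coefficient of variation of 0.2 between pools, it called 15.2% of the unchanged miRNAs. A negative binomial test that assumes this variation called 0.21% of them and recovered 76.4% of the changed ones. The variation between pools could not be measured with 1 library per group.

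The alternatives listed before the data were examined included scaling by clean reads, by known miRNA reads, by known miRNA reads without gga-miR-21, by the trimmed mean of M values (30% of M and 5% of A trimmed), and by the median of ratios. The others were 0.5 reads added to every count, no filter, at least 10 reads in both libraries, the MA-plot formula of DEGseq (the package the paper names), no q threshold, a fold change above 2, no fold change threshold, and detection at 3 or 10 reads. A negative binomial test with an assumed coefficient of variation of 0.2 or 0.4 was listed as the test of a count package. It was run as a written-out formula instead, because the deposited values are normalized, and the trimmed mean, the median of ratios, and the MA-plot formula were written out in the same way. After the values had been seen, 9 settings that test the normalized reads as if they were reads were added, as well as the MA-plot formula with the totals of the listed reads and clean reads for both the scale and the filter.

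A rule for the miRNAs named with tests was written before the data were examined. It took gga-miR-429 and the other miRNAs of Table 1 whose comparisons the paper's text discusses, up to 10 miRNAs outside Table 1 that passed, and the 5 miRNAs outside Table 1 with the most reads. The test of gga-miR-217 and those in the parts marked as chosen after the results were outside this rule. Genomic positions are not given, because the paper's text does not name a genome build to which an annotation could be matched. The qPCR, luciferase, and cell culture data and the mRNA sequencing were not analysed here. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9.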

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

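All tests in this part were chosen after the results they bear on had been seen.

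A group of miRNAs stood out because they moved in opposite directions from NC in the CM and CS libraries, with the difference between CM and CS itself past the thresholds. The log2 fold change of CS over CM was 3.00 for gga-miR-383, 0.97 for gga-miR-499, 0.91 for gga-miR-451, 0.71 for gga-miR-144, and 0.64 for gga-miR-33. It was -1.79 for gga-miR-194 and -1.57 for gga-miR-215. Against NC, both movements were beyond counting error only for gga-miR-144 and gga-miR-451. The 95% exact interval of the fold change included no change in CM for gga-miR-194, gga-miR-215, gga-miR-33, and gga-miR-499, and in CS for gga-miR-33 and gga-miR-383, so for these 5 miRNAs the opposite directions themselves were not shown. All 7 kept the call and the opposite directions under each of the 5 other normalizations, but all 5 raised CM relative to NC and CS relative to CM. A shift the other way was not tried, so the part of the normalization was not settled for the rises from CM to CS. The falls of gga-miR-194 and gga-miR-215 went against these shifts and stayed at or below -1.37 and -1.16 under all 5. This argues against the normalization as the source of these falls. A single factor between CM and CS also cannot raise some of the miRNAs and lower others. Of 3 other miRNAs abundant in red blood cells (gga-miR-16, gga-miR-92, and gga-miR-22), 1 was higher in CS than in CM on the authors' scale, 2 with 4 of the other normalizations, and 3 with clean reads, so a different content of red blood cells, which bears on gga-miR-451 and gga-miR-144, was not settled. With an assumed coefficient of variation of 0.2 between pools, 1 of the 7 still passed. The variation between pools cannot be measured with 1 library per group, so the pattern cannot be told apart from it. The rises from CM to CS cannot be told apart from the normalization either. For gga-miR-451 and gga-miR-144, the content of red blood cells also remains open. A relation to the severity of pathology was not shown.

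Signals also appeared in miRNAs outside Table 1. The log2 fold change of gga-miR-2964 between NC and CS was -0.68, on 4883 and 4372 reads, and that of gga-miR-190 between NC and CM was -0.66, on 111 and 75 reads. Of these 2 miRNAs, 0 kept the call under all 5 other normalizations. gga-miR-2964 kept it with known miRNA reads, and gga-miR-190 kept it with clean reads, known miRNA reads, and the trimmed mean of M values. With an assumed coefficient of variation of 0.2 between pools, 0 of the 2 passed, although that variation was assumed and not measured. Neither signal can be told apart from the normalization or from variation between pools.

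gga-miR-10a, which is outside Table 1, had the highest value in the NC library, 882594 normalized reads. The reads of gga-miR-10b were 79.8%, 79.7%, and 79.3% of those of gga-miR-10a in the NC, CM, and CS libraries, a largest difference of 0.54 percentage points. Reads shared between these miRNAs would give such a ratio, and so would a joint change of both, which the test does not separate. No biological explanation was tested.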

How the results depend on the processing

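The form of the negative binomial tests was chosen after the values had been seen. The log2 fold changes of gga-miR-429 and of the other miRNAs whose comparisons the paper discusses were followed under the alternatives that were run. Those of gga-miR-190 between NC and CM and of gga-miR-2964 between NC and CS were followed as well. None of these reversed. In comparisons that were not followed, clean reads did reverse directions. With them gga-miR-190 became higher in CS than in NC, and gga-miR-2964 and gga-miR-146a became higher in CS than in CM. Among miRNAs used only to test for other tissues and cells, CS over CM went from 0.994 to 1.33 for gga-miR-16 and from 0.860 to 1.15 for gga-miR-92 with clean reads, gga-miR-16 being above 1 with each of the other normalizations as well. Without gga-miR-21 in the total, CM over NC went from 0.960 to 1.06 for gga-miR-133b, from 0.927 to 1.02 for gga-miR-133c, and from 0.934 to 1.03 for gga-miR-200b. The directions of gga-miR-181a, gga-miR-26a, and gga-miR-30a-5p, which are named only for their reads, changed in at least 1 comparison with some of the normalizations. The cause was not tested. Besides gga-miR-429, the log2 fold changes followed here, those of gga-miR-190 and gga-miR-2964 included, were compared 355 times under the alternatives set in advance. Of these, 337 kept their direction and their side of the thresholds, 12 became weaker, and 6 became stronger. With an assumed coefficient of variation between pools of 0.2, 13 of 30 became weaker, and with 0.4, 19 of 30 did. The log2 fold change of gga-miR-429 between NC and CS ranged from 1.71 with 0.5 reads added to 2.24 with clean reads, and between NC and CM from 0.51 with 0.5 reads added to 0.68 with known miRNA reads without gga-miR-21. The number of detected miRNAs was 140 at 3 reads and 125 at 10 reads, against 154.

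With scaling by clean reads, 23 miRNAs passed between NC and CS (22 higher and 1 lower in CS). Between CM and CS, 32 passed (29 higher and 3 lower in CS), with 44 in any comparison and 2 in all 3. With the filter on that scale as well, chosen after seeing the values, the counts without regard to direction were 21, 27, 36, and 1. With known miRNA reads without gga-miR-21, with the trimmed mean of M values, and with the median of ratios, 1 miRNA passed in all 3 comparisons, against 0. With at least 10 reads in both libraries, 7 passed between NC and CM. A fold change above 2 left 7 between NC and CM, 5 between CM and CS, and 11 in any comparison. Without a fold change threshold, 69, 72, and 72 passed in the 3 comparisons, 96 in any, and 34 in all 3. In 9 settings chosen after seeing the values, which tested the normalized reads as if they were reads, 19 or 20 passed between NC and CS and 3 or 4 in all 3 comparisons. The cause was not tested.

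With an assumed coefficient of variation of 0.2, 2 miRNAs passed in each comparison and 4 in any, and with 0.4 these counts were 0. The log2 fold changes of gga-miR-429, 1.77 between NC and CS and 1.23 between CM and CS, passed under neither. Without the filter, 1.23 did not pass the q threshold either, at an unchanged exact binomial p of 0.00487. gga-miR-429 rests on 9, 14, and 44 reads, which limits how precisely its change can be given.

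As a share of clean reads, gga-miR-21 was 3.54% in NC, 6.16% in CM, and 8.94% in CS, against 6.73%, 11.8%, and 12.9% of known miRNA reads, because the totals differ. At least 10 reads in both libraries gave no value for gga-miR-429 against NC, for gga-miR-383 between NC and CM or CM and CS, for gga-miR-203 in any comparison, or for gga-miR-9-3p against NC. gga-miR-219 lies below the filter and had a value only without it.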

Differences from the paper's values

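Between NC and CS, 9 miRNAs passed, against the paper's 17. Of the alternatives set before the data were examined, clean reads (23), known miRNA reads without gga-miR-21 (13), the trimmed mean of M values (12), and the median of ratios (13) came within a factor of 1.5 of the paper's value, and the others did not. The 9 settings that test normalized reads as reads (19 or 20) and clean reads for both scale and filter (21) also did, and these were chosen after seeing the values. A similar count does not show that the same miRNAs passed. With clean reads, 24 of the 44 miRNAs that passed in any comparison were outside Table 1.

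In all 3 comparisons, 0 miRNAs passed, against the paper's 3. Of the alternatives set before the data were examined, clean reads (2) came within a factor of 1.5 of it and the others did not. With clean reads, gga-miR-203, which the paper counts among its 3, did not pass between NC and CS (exact binomial p = 0.125 before adjustment). The 9 settings that test normalized reads as reads gave 3 or 4, and these were chosen after seeing the values.

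In both the NC versus CM and the NC versus CS comparisons, 3 miRNAs passed, against the paper's 8. Clean reads (7) came within a factor of 1.5, and the other alternatives set before the data were examined did not. The 9 settings that test normalized reads as reads (9 or 10) and clean reads for both scale and filter (6) did so too, and these were chosen after seeing the values. In both the NC versus CS and the CM versus CS comparisons, 4 passed, against the paper's 8. Known miRNA reads without gga-miR-21 (7), the trimmed mean of M values (6), and the median of ratios (7) came within that factor, and the other alternatives set before the data were examined did not. The 9 settings that test normalized reads as reads gave 8 or 9, and these were chosen after seeing the values.

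For the fold changes the paper measured by qPCR, read by eye, the alternatives compared were the 5 other normalizations and 0.5 reads added to every count. None of these closed the gaps given here. The fold change of gga-miR-215 in CM over NC was 1.03, against the paper's value of about 0.25 in Fig. 3B. That of gga-miR-146b-3p was 2.47 in CM and 3.65 in CS, against the paper's values of about 5.8 and about 12 in Fig. 3D. That of gga-miR-383 was 0.193 in CM and 1.54 in CS, against the paper's values of about 1.1 and about 0.95 in Fig. 3E. That of gga-miR-21 in CM was 1.68, against the paper's value of about 3.0 in Fig. 3F. No such gap was found for gga-miR-429, at 1.45 in CM and 3.42 in CS, against about 1.7 and about 4.4 in Fig. 3A. Nor was one found for gga-miR-146b-5p or for gga-miR-215 in CS, or, given the wide error of the reading, for gga-miR-21 in CS.

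The paper states that gga-miR-21 was the most highly expressed miRNA in every group. In NC it ranked 3, with 429813 normalized reads, below gga-miR-10a with 882594 and gga-miR-10b with 704280. The paper states that gga-miR-138 fell in CM compared with NC, and the fold change was 1.02 (95% exact interval, 0.611 to 1.72). The paper describes the miRNAs that differed in both the NC versus CS and the CM versus CS comparisons as increased, and gga-miR-194 and gga-miR-215 fell by 1.60 and 1.54 on the log2 scale between NC and CS and by 1.79 and 1.57 between CM and CS. The paper states that no abundant miRNA other than gga-miR-21 and gga-miR-146b-5p differed between groups, and among miRNAs with at least 10000 normalized reads in every library, gga-miR-146a, gga-miR-146c, gga-miR-451, and gga-miR-2964 passed in at least 1 comparison. The paper states that miRNAs below 20 normalized reads in all libraries were removed, and gga-miR-219, which is in Table 1, had at most 16.4. Its change between NC and CM, which the paper calls an increase, rested on 1 and 5 reads (exact binomial p = 0.220 before adjustment). In Fig. 1C the letters differ for 31 of 42 comparisons, of which 22 passed here. The paper describes the normalized reads as scaled by total clean reads, and the scale of the values corresponds to library shares of 28.6%, 30.6%, and 40.9%, against 32.5%, 33.7%, and 33.7% for the clean reads.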

Other observations

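All tests in this part were chosen after the results they bear on had been seen.

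The worth of 1 read was 3.50, 3.27, and 2.45 normalized reads in the NC, CM, and CS libraries, and the reciprocals summed to 1, as they do when each library is scaled by its share of a common total. The libraries' shares of the clean reads differed from the shares that these values give by up to 7.13 percentage points, the shares of the listed reads by up to 0.897, and the shares of the listed reads with identical miRNAs counted once by up to 0.905. None of these totals gave the scale exactly, and no biological explanation was tested.

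In 3 pairs of miRNAs, gga-let-7a and gga-let-7j, gga-miR-204 and gga-miR-211, and gga-miR-29a and gga-miR-29c, the reads were identical in all libraries. The worth of 1 read was found again without these pairs, and all 9 of their values were whole multiples of it, as they would be if reads that match 2 miRNAs were counted once for each rather than divided between them. A further pair with identical values, gga-miR-34b and gga-miR-34c, had fewer than 20 reads in total for each miRNA and was not tested. No biological explanation was tested.

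In the 9 settings that tested the normalized reads as if they were reads, 24 to 26 of the 27 miRNAs of Table 1 passed, against 19 with the recovered reads. Larger numbers always lower p, so this does not tell whether the paper's test was applied in that way.

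gga-miR-203 and gga-miR-205a were highest in CM, on 14 and 16 reads. If epithelial tissue had been carried over with the CM spleens, 5 other epithelial miRNAs (gga-miR-200a, gga-miR-200b, gga-miR-429, gga-miR-205b, and gga-miR-183) would be higher in CM than in NC. Of these, 3 were higher, or 4 without gga-miR-21 in the total, and their median log2 fold change of 0.54 lay at percentile 93.0 of 10000 matched lists, short of the percentile of 95 set for the test. In NC and CM, gga-miR-200a, gga-miR-200b, and gga-miR-205b had at most 6 reads each. With so few reads the test cannot exclude epithelial tissue carried over, which remains open. Variation between pools was not tested for this pattern and remains open as well.

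gga-miR-1a and gga-miR-1b were lower in CM than in NC, at 0.431 and 0.346 of the NC value. In CM the other muscle miRNAs changed less, with gga-miR-133a at 0.890, gga-miR-133b at 0.960, gga-miR-133c at 0.927, and gga-miR-499 at 0.697 (two-sided exact Fisher test of the reads, p = 0.000841). gga-miR-133b was above its NC value without gga-miR-21 in the total (1.06) and with the median of ratios (1.01), and gga-miR-133c without gga-miR-21 in the total (1.02). In CS, gga-miR-1a and gga-miR-1b were at 0.537 and 0.440 of the NC value, gga-miR-133a, gga-miR-133b, and gga-miR-133c had also fallen, to 0.673, 0.679, and 0.674, and gga-miR-499 was higher, at 1.37 (two-sided exact Fisher test of the reads, p = 0.0664). With clean reads, gga-miR-133a, gga-miR-133b, and gga-miR-133c were at 0.929, 0.937, and 0.930 in CS. If all reads of these miRNAs came from muscle tissue carried over with the NC spleens, they would fall by a similar factor in both CM and CS. In CM the falls were unequal. Both tests took the summed reads of these miRNAs as independent. Reads that match several of them and were counted for each would make p too small. In CS the test did not separate gga-miR-1a and gga-miR-1b from the summed reads of the other muscle miRNAs, but gga-miR-499 was higher than in NC on the authors' scale and under each of the 5 other normalizations. Carry-over beside expression in the spleen itself was not tested. Variation between pools was not tested for this pattern and remains open.

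gga-miR-429 rose from 9 reads in NC to 44 in CS, while gga-miR-200a and gga-miR-200b together had 4 reads in NC and 7 in CS. The reads of gga-miR-429 against those of the other 2 did not differ between NC and CS beyond counting error (two-sided exact Fisher test, p = 0.213). With so few reads, a change of the 3 miRNAs as a whole cannot be told apart from a change of gga-miR-429 alone.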
